A study of Mus musculus with 8 samples.

How the data were processed

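RNA sequencing libraries came from 8 mice, 4 of the autoimmune-prone congenic line Sle1b and 4 Sle1b mice that lacked the microRNA miR-21 (Sle1b.miR-21KO). Per the labels, all mice were treated with imiquimod cream on the ears, splenic B cells were sorted by flow cytometry, total RNA was extracted with Trizol and RNeasy columns, and libraries were made by the Nextera XT protocol. The groups were taken from the genotype and title of each sample. Mouse numbers 1 to 4 occur in both groups in the sample titles, and the labels do not say that they pair animals.

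The authors deposited one table of whole-number counts per gene, with a column per mouse, Ensembl gene identifiers, gene names and biotypes. The labels state no aligner, counting tool, strandedness, genome build, annotation or read filter. The table had 53471 rows. A total of 6 rows repeated a gene identifier and were removed, which left 53465 genes, of which 3433 had no gene name and are given by identifier. Positions, exon lengths, GC content and 3′ untranslated regions (UTRs) were taken from GENCODE release M21 on GRCm38, in which 53274 of the identifiers were found. The build behind the deposited counts is not stated, so these coordinates describe the annotation used here.

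Differential expression was tested in R 4.3.3 with edgeR 4.0.16 on the deposited counts. Genes were kept by filterByExpr with the genotype as the grouping (11184 genes), libraries were normalised by the trimmed mean of M-values (TMM), and genotype was tested with glmQLFit and glmQLFTest without covariates. P-values were adjusted by the Benjamini-Hochberg method, and an adjusted p under 0.05 was the threshold. Fold changes are given as Sle1b.miR-21KO relative to Sle1b, on the log2 scale. Expression per group is given as CPM, counts scaled to the TMM-adjusted library size, and log2 CPM used a prior count of 2. Standard errors were derived from the log2 fold change and the quasi-likelihood F statistic.

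Single values and gene list means were compared by exact two-sided permutation tests over the 70 ways of dividing 8 mice into 4 and 4, for which the smallest possible p is 0.0286. There were 11 gene lists with 162 entries, and p-values were adjusted over the 11 lists. Each list was also tested against all other genes with camera in limma 3.58.1, at an inter-gene correlation of 0.01. A gene was counted as carrying a miR-21 site if its longest annotated 3′ UTR contained a match to positions 2 to 8 of miR-21-5p (ATAAGCT) or a match to positions 2 to 7 followed by A (TAAGCTA). The mean log2 fold change of genes with a site minus that of genes without was set against that for 419 pairs of control heptamers. It was also set against the 35 distinct divisions of the mice into 4 and 4. The leading heptamer of each control pair was a rearrangement of the bases of ATAAGCT. The other was the leading heptamer without its first base, followed by A, so it did not always have the same base composition. Genes within 10 Mb of Mir21a were compared with the other tested genes by a two-sided Fisher's exact test. Called genes were searched with BLAST 2.17.0 for protein-coding transcripts of other genes with at least 95 percent identity over at least 50 percent of their longest transcript.

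The genes named in the text followed a rule. It took the 5 largest positive and 5 largest negative log2 fold changes among genes with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between the groups. It also took Mir21a, its overlapping gene Vmp1, the target genes Pdcd4, Spry1 and Btg2, and the genes with the smallest p-values in each list. A further target gene that the rule took is not reported here. Any other gene named was chosen after its values were seen. The tests, this rule, the 11 gene lists and 12 processing alternatives, together with the 8 fits that each left out one mouse, were fixed before the data were examined. A further 5 alternatives and 4 gene lists were added after the data were seen. The alternatives covered the normalisation, the immunoglobulin genes, the filter, the test (DESeq2 1.42.0 and limma voom with quality weights), the mouse number as a block, the prior count, the definition of sites and the window. Their effects are given in the closing section.

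The procedures were tested on simulated data. Counts were simulated for 11184 genes from the libraries' means and totals, with 200 genes changed by known folds. Of 197 changed genes that were tested, 158 were called (80.2%), as were 93 of the 99 with a 4-fold change. No changed gene was called in the wrong direction, and 9 unchanged genes were called. Genes were drawn independently of each other, without differences in cell content, a mouse standing apart or a limit on counts of abundant genes. These shares therefore test the procedure and do not give its power or false calls in the real libraries. A shift of 0.2 given to genes with seed sites among the 11184 simulated genes was recovered as 0.213, and a shift of −1 given to a list of 27 genes was recovered as −0.99.

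Library totals lay between 2084375 and 3250043 counts. At these depths 3 counts, taken as the floor of detection, correspond to between 0.923 and 1.44 CPM. Floors cover counting error only, because reads without molecular identifiers are not independent molecules. A fold against a group with all libraries at or under 3 counts was computed against the floor and is given as a lower bound. All 8 count columns were used. Mature microRNA, splicing and sequence variants were not analysed here.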

Results

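To examine how miR-21 affects gene expression in B cells of autoimmune-prone mice, sorted splenic B cells were sequenced from 4 Sle1b and 4 Sle1b.miR-21KO mice after topical imiquimod, an agonist of the RNA sensor TLR7. Sle1b is a congenic line that carries a lupus-susceptibility interval, and Sle1b.miR-21KO mice additionally lack miR-21. All mice had received imiquimod, so the only comparison was between genotypes. Total counts were 3250043, 2084375, 2152482 and 2639515 in Sle1b mice 1 to 4 and 3248122, 3050214, 3143402 and 2901984 in Sle1b.miR-21KO mice 1 to 4. The totals did not differ between genotypes by more than the spread between mice (exact permutation p = 0.143, two-sided, n = 4 per group). Between 15453 and 16718 genes had at least 1 count in a library. Immunoglobulin genes took between 1.59% and 2.92% of counts.

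Libraries correlated with each other at r between 0.901 and 0.958 across genes, on log2 CPM. Genes are not independent replicates, so these correlations describe similarity only. The chi-square statistic per degree of freedom between pairs of libraries of a group ranged from 4.89 to 12, so no pair agreed within sampling noise and each library was counted as a separate mouse. The first principal component held 34.2% of the variance. Sle1b mice 2 to 4 had scores of −27.65, −21.03 and −45.82 on it, and the 4 Sle1b.miR-21KO mice had scores between 3.62 and 30.6. Sle1b mouse 1 had a score of 12.37, within the range of the Sle1b.miR-21KO mice.

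Counts of abundant genes had a ceiling. The highest count of any gene was 4852, for Ptprc. Counts of Igkc, which has 532 exonic bases, lay between 1010 and 1026 in all 8 libraries, although library totals differed. No gene had more than 1.93 counts per exonic base. The median slope of log2 count on log2 library total was 1.23 for the 3278 genes with at most 0.05 counts per base, 0.351 for the 216 genes with 0.5 to 1, and −0.017 for the 89 genes with 1 to 2. Of 8631 genes examined, 305 exceeded 0.5 counts per base. Their counts rose less than in proportion to depth, so their CPM tended to be lower in deeper libraries. None of the genes called between genotypes, given next, exceeded 0.5 counts per base.

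**Figure D1:**
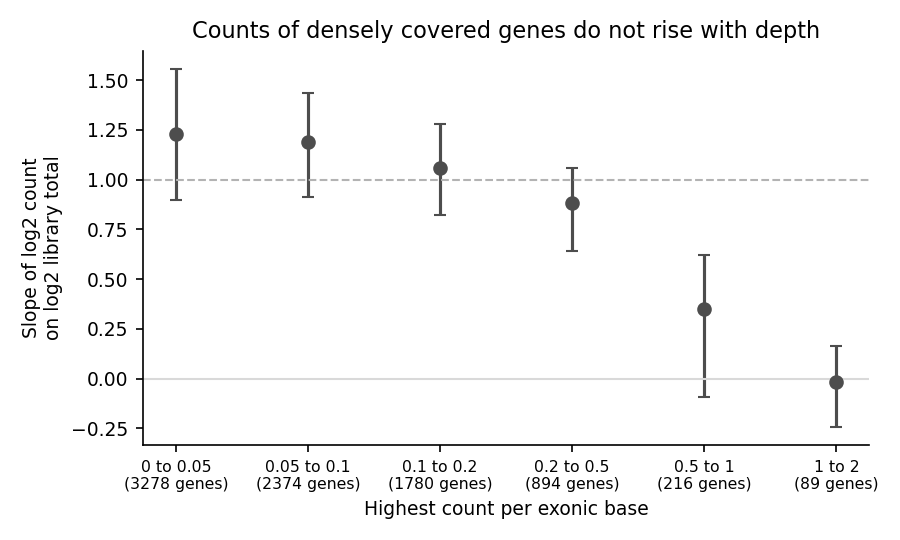
Slope of log2 count on log2 library total across the 8 libraries (vertical axis) for genes grouped by their highest count per exonic base (horizontal axis); points are medians and bars run from the lower to the upper quartile of genes. The dashed line marks a slope of 1, at which counts rise in proportion to depth, and the median falls from 1.23 in the sparsest group to −0.017 in the densest.

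The targeted gene was examined first. Mir21a (ENSMUSG00000065455, chromosome 11, 86584067 to 86584158, GRCm38) had 0 counts in all 8 libraries, so the counts could not check the genotype labels. Mir21a lies within the protein-coding gene Vmp1 (ENSMUSG00000018171, chromosome 11, 86583865 to 86683836). Vmp1 had 470, 247, 387 and 399 counts in Sle1b mice 1 to 4 and 455, 500, 441 and 415 in Sle1b.miR-21KO mice 1 to 4. Its expression was 151 ± 25.7 CPM in Sle1b and 146 ± 11.1 CPM in Sle1b.miR-21KO (SD, n = 4 each), a difference smaller than the spread between mice (log2 fold change −0.05, SE 0.12, exact permutation p = 0.857, two-sided).

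Across the genome, 28 of 11184 genes differed between genotypes at an adjusted p under 0.05, with 14 higher and 14 lower in Sle1b.miR-21KO (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Without adjustment, 1428 genes had a p under 0.05. For 24 of the 28 genes, both groups had a library above 3 counts, and the absolute log2 fold changes of these ranged from 0.52 to 7.06. The other 4 genes were at or under 3 counts in every library of one group and differed by at least 6.69-fold to at least 39.8-fold. In all, 13 of the 28 exceeded 4-fold. The groups did not overlap for any of the 28 genes. They did not overlap for 718 of all tested genes (6.42%), against the 2.86% that chance gives for 4 against 4. The count of genes depended most on Sle1b mouse 1, without which 403 genes passed the threshold, 68 higher and 335 lower.

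Among the 5 genes with the largest increases, 3 were processed pseudogenes that were at or under 3 counts in every Sle1b library. Gm15920 (chromosome 5, 130188395 to 130188796) had 0 counts in all Sle1b libraries and 10.6 ± 1.10 CPM in Sle1b.miR-21KO (SD, n = 4), which was at least 7.13-fold higher. Gm3375 (chromosome 7, 3181093 to 3181888) reached 31.0 ± 2.52 CPM in Sle1b.miR-21KO, at least 21-fold higher. Gm9855 (chromosome 10, 42054113 to 42055306) reached 9.91 ± 2.55 CPM, at least 6.69-fold higher. Their adjusted p-values were 0.00793, 1.29e-05 and 0.00913 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The poly(A)-binding protein interactor Paip1 (chromosome 13, 119428601 to 119458218) rose from 6.71 ± 4.03 to 89.1 ± 11.4 CPM, a log2 fold change of 3.68 (SE 0.32, adjusted p = 0.000309 by edgeR with Benjamini-Hochberg). The RNA-binding protein gene Rbm45 (chromosome 2, 76369984 to 76383768) rose from 13.7 ± 5.68 to 90.4 ± 22.9 CPM, a log2 fold change of 2.76 (SE 0.32, adjusted p = 0.00387 by edgeR with Benjamini-Hochberg).

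Among the 5 genes with the largest decreases, BC147527 (chromosome 13, 120300392 to 120308779) was at 70.2 ± 17.1 CPM in Sle1b and had 6, 0, 0 and 0 counts in Sle1b.miR-21KO mice 1 to 4 (log2 fold change −7.06, SE 0.56). The size of this fold change rests on the 6 counts of mouse 1, since it was −10.59 without that mouse. The processed transcript Gm43305 (chromosome 14, 54292443 to 54297456) was at 41.0 ± 16.0 CPM in Sle1b and at 2 counts or fewer in every Sle1b.miR-21KO library, at least 39.8-fold lower. Gm4841 and F830016B08Rik are neighbouring interferon-inducible GTPase genes (chromosome 18, 60268305 to 60273272 and 60293380 to 60303016). Gm4841 fell from 19.4 ± 4.86 to 1.65 ± 1.66 CPM (log2 fold change −3.50, SE 0.56). F830016B08Rik fell from 35.9 ± 14.6 to 4.85 ± 2.26 CPM (log2 fold change −2.87, SE 0.41). The lipoprotein lipase gene Lpl (chromosome 8, 68880491 to 68907448) fell from 57.4 ± 29.2 to 13.3 ± 2.1 CPM (log2 fold change −2.1, SE 0.35). In the order given, the 5 adjusted p-values were 0.000203, 0.00024, 0.0306, 0.0143 and 0.0363 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Each value is a mean ± SD with n = 4. In the 8 fits that each left out one mouse, Lpl lost the threshold in 7, Gm4841 in 6 and F830016B08Rik in 4.

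**Figure D2:**
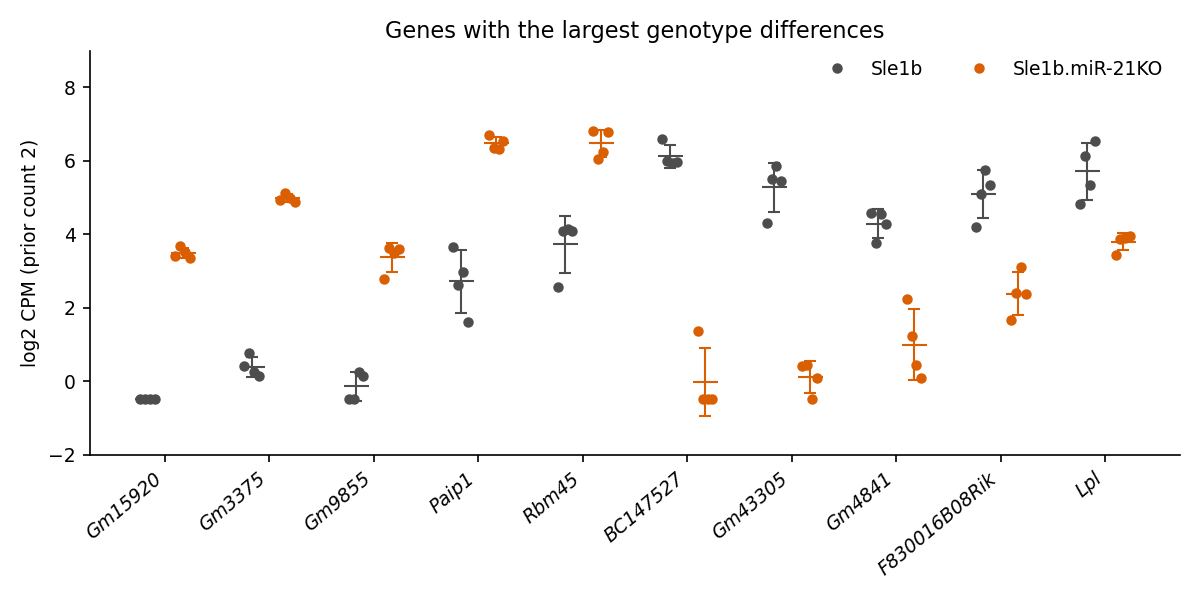
Expression of the 10 genes with the largest differences, as log2 CPM with a prior count of 2 (vertical axis), in 4 Sle1b mice (grey) and 4 Sle1b.miR-21KO mice (orange); each point is a mouse, and bars are the mean ± SD. The groups do not overlap for any of the 10 genes, and libraries with 0 counts sit at the lowest level drawn.

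The gene with the smallest adjusted p, Supt16 (chromosome 14, 52160414 to 52197416), was chosen after its values were seen. It encodes a subunit of the FACT histone chaperone and rose from 96.2 ± 11.7 to 349 ± 24.4 CPM (SD, n = 4 each), a log2 fold change of 1.86 (SE 0.10, adjusted p = 8.05e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 28 genes, 12 overlapped another annotated gene, Supt16 among them (Rpgrip1, on the opposite strand, at most 79 counts). Because the labels do not state whether counting used strand, reads in such overlaps cannot be assigned with certainty.

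The 3 pseudogenes were near-identical to transcripts of expressed genes elsewhere, so their counts are uncertain. Gm3375 matched the proteasome subunit gene Psmb5 at 98.9% of 796 aligned bases, Gm9855 matched the DNA glycosylase gene Tdg at 99.2% of 1194, and Gm15920 matched the mitochondrial complex gene Ndufa12 at 99.5% of 402. The parent genes, named after their values were seen, all had lower counts in Sle1b.miR-21KO. Psmb5 had 132 to 166 counts in Sle1b and 75 to 95 in Sle1b.miR-21KO (log2 fold change −1.10, SE 0.15). Tdg had 24 to 38 and 6 to 15 counts (log2 fold change −1.98, SE 0.38). Ndufa12 had 82 to 112 and 66 to 79 counts (log2 fold change −0.70, SE 0.16). Of the parents, Psmb5 was among the 28 genes (adjusted p = 0.011, against 0.0772 for Tdg and 0.144 for Ndufa12, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). When each pseudogene was counted together with its parent, the sums no longer differed. Their log2 fold changes were −0.014 (SE 0.13) for Psmb5, 0.0067 (SE 0.26) for Tdg and −0.16 (SE 0.15) for Ndufa12. With the 3 pairs merged, 20 genes passed the threshold, 10 higher and 10 lower, and all 20 were among the 28.

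**Figure D3:**
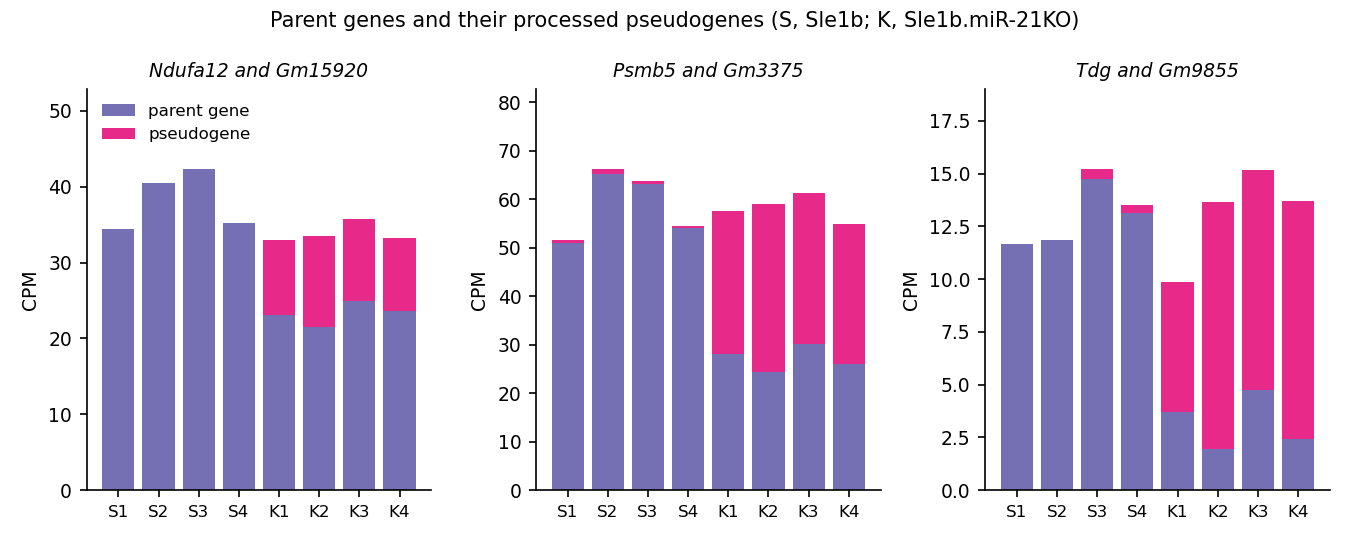
Expression in CPM (vertical axis, from 0) of 3 parent genes (purple) and their processed pseudogenes (pink, stacked on top) in Sle1b mice 1 to 4 (S1 to S4) and Sle1b.miR-21KO mice 1 to 4 (K1 to K4); each bar is a mouse. Pseudogene counts are near 0 in Sle1b and substantial in Sle1b.miR-21KO, while the log2 fold changes of the stacked sums are between −0.16 and 0.0067.

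To ask whether genes flanking the targeted locus differed, tested genes within 10 Mb of Mir21a on chromosome 11 were compared with all others. Of 174 such genes, 0 passed the threshold, against 28 of 10996 elsewhere (Fisher's exact test, two-sided, p = 1). Since only 0.436 would be expected among 174 genes, a count of 0 could not have shown fewer near the locus. Of the 174 genes, 28 (16.1%) had an unadjusted p under 0.05, against 1428 (12.8%) of all 11184 tested genes. Within 20 Mb, 2 of 458 genes passed (Fisher's exact test, two-sided, p = 0.32). Without Sle1b mouse 1, 6 genes within 10 Mb passed, among 403 in the genome (Fisher's exact test, two-sided, p = 1).

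Since miR-21 represses transcripts with matching 3′ UTR sites, its loss would be read as higher expression of genes that carry them. The 1396 tested genes with a miR-21 site had a mean log2 fold change 0.04 above that of the 9049 genes without (unrounded difference 0.0375). Pairs of control heptamers gave differences of 0.0198 ± 0.0155 (SD over 419 pairs), and 45 of the 419 gave one at least as large. The difference was within this spread (two-sided permutation p over the controls 0.22), and 4 of the 35 divisions of the mice gave one as large in size (0.114 by exact permutation). The definition of sites moved it most. The 245 genes with an 8mer site lay 0.09 above the others, with 11 of 419 control 8mers as large (two-sided permutation p over the controls 0.0501). Over all alternatives the difference lay between 0.0087 and 0.0947.

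A list of 25 genes reported as miR-21 targets, of which 19 were tested, differed by 0.04 in mean log2 CPM (6.20 ± 0.02 in Sle1b, 6.23 ± 0.04 in Sle1b.miR-21KO, SD, n = 4, exact permutation p = 0.171, two-sided). Within the list, Krit1 and Skp2 had the smallest p-values, with log2 fold changes of 0.35 (SE 0.10) and 0.61 (SE 0.19). The fold changes of Pdcd4 and Spry1 were 0.10 (SE 0.18) and 0.07 (SE 0.64), and that of Btg2 was −0.28 (SE 0.09). Spry1 had at most 13 counts in a library, and a change of the size seen for Krit1 was not detectable at that depth. None of these 5 genes passed the threshold (adjusted p from 0.229 to 0.978, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment).

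The other lists asked which B cell programmes and which other cell types differed between the sorted populations. The T cell list was lower in Sle1b.miR-21KO in mean log2 CPM, at 4.16 ± 0.40 in Sle1b and 3.38 ± 0.38 in Sle1b.miR-21KO (SD, n = 4, difference −0.78). Its exact permutation p of 0.0286, two-sided, was the smallest that the design allows. Adjusted over the 11 lists it was 0.314. A list that reaches the smallest p alone cannot pass this adjustment whatever the data, so the adjusted value decides nothing. The differences of the remaining lists did not exceed the spread between mice by exact permutation. The differences and exact p-values were −0.79 for the myeloid list (p = 0.0857), −0.45 for the plasma cell list (p = 0.2), −0.84 for the erythroid list (p = 0.257), −0.16 for interferon-stimulated genes (p = 0.143), −0.20 for the T-bet and CD11c B cell list (p = 0.143) and −0.07 for the NK cell list (p = 0.886). The germinal centre, proliferation and B cell identity lists differed by 0.24 (exact permutation p = 0.314), 0.09 (p = 0.343) and 0.06 (p = 0.486). Keeping only list genes with at least 10 counts in every sample moved the T cell difference most, to −0.47.

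Against all other genes, camera ranked 5 lists as lower and 2 as higher in Sle1b.miR-21KO at an adjusted p under 0.05. The lower ones were the myeloid (adjusted p = 1.81e-06), plasma cell (1.97e-05), erythroid (0.00309), interferon-stimulated (0.0073) and T cell (0.0173) lists. The higher ones were the germinal centre (0.0123) and proliferation (0.0331) lists. This test by camera in limma, with Benjamini-Hochberg adjustment over the 11 lists, assumes a fixed correlation between genes.

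Of the 162 listed genes, 152 were tested. None passed an adjusted p under 0.05, over all genes or over the 152 alone (0 genes each, smallest adjusted p over the list 0.113), and 43 had an unadjusted p under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). The largest log2 fold changes among the genes with the smallest p-values of each list were −1.33 (SE 0.29) for Fcgr4, −1.27 (SE 0.40) for Cd28, −1.14 (SE 0.46) for Klf1 and −1.12 (SE 0.38) for Sdc1. Csf1r, Itgax, Irf4, Cst3, Hbb-bs, Nkg7, Bst2 and Zbp1 were also lower, with log2 fold changes between −0.88 and −0.34. Cd79a, with up to 0.74 counts per base, was at −0.25. It was at −0.0073 with the library total as a covariate, but at −0.24 on counts corrected for the ceiling. Cr2, Gcsam, Nuggc, Prf1, Kif11, Bub1 and Lck were higher, with log2 fold changes between 0.24 and 0.77.

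**Figure D4:**
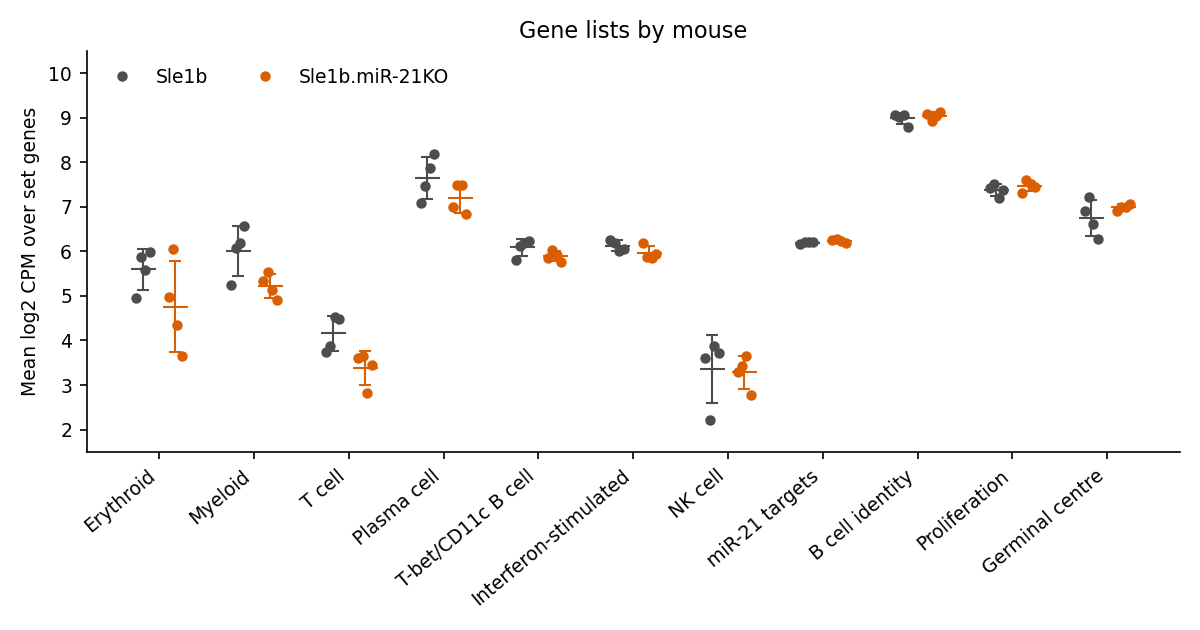
Mean log2 CPM over the genes of each of the 11 lists (vertical axis) in 4 Sle1b mice (grey) and 4 Sle1b.miR-21KO mice (orange), ordered by the difference between groups; each point is a mouse, and bars are the mean ± SD. The T cell values are separated between groups (4.16 ± 0.40 and 3.38 ± 0.38), and those of the other lists overlap.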

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

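The test in this part was chosen after the values were seen. In 98 groups of 4 mice (the library totals, the list means and the genes chosen by rule), the highest or lowest mouse was compared with the other 3 by its gap divided by the range of the group, and in 10 groups the ratio exceeded Dixon's critical value for 4 values. Chance gives about 4.9 of 98. If the values were independent, 10 or more would have a one-sided binomial p of 0.0249, but genes of the same mice are not independent, so the number cannot be told apart from chance.

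In 3 of the 10 groups the mouse standing apart was Sle1b mouse 1. Rbm45 was lower in it than in the other Sle1b mice (log2 CPM 2.57 against 4.08 to 4.16, ratio 0.954), as was Fcgr4 (5.72 against 6.91 to 7.12, ratio 0.85). BC147527 was higher in it (6.59 against 5.93 to 6.00, ratio 0.901). Fcgr4 is also expressed by myeloid cells, and its deviation may go with the low myeloid score of that library (5.24). When the mouse was held out, it was nearer the other Sle1b mice in 15.2% of the genes that were lower in Sle1b.miR-21KO, which does not tell cell content from other differences of that mouse. Rbm45 moved away from Sle1b.miR-21KO, not towards it, and BC147527 likewise, so that account leaves both open. No biological explanation was tested for a single mouse.

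In Sle1b.miR-21KO, BC147527 stood apart in mouse 1, with 6 counts against 0 in the others (ratio 1), which is a matter of a few reads. Spry1 stood apart in mouse 4 (log2 CPM 0.80 against 2.07 to 2.31, ratio 0.842), with 3 counts against 11 to 13. Lpl was lower in mouse 1 (3.44 against 3.88 to 3.95, ratio 0.857). Vmp1 was higher in mouse 2 (7.35 against 7.13 to 7.16, ratio 0.868). Cd79a was higher in mouse 4 (8.46 against 8.37 to 8.38, ratio 0.931). The gap is small, and the ratio is large because the other 3 mice were nearly equal. Cd79a reached 0.74 counts per base, and mouse 4 had the lowest total of the Sle1b.miR-21KO mice (2901984). The ceiling on counts may therefore contribute, which was not tested. No biological explanation was tested for these.

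Among the lists, B cell identity was lower in Sle1b mouse 4 than in the other Sle1b mice (8.80 against 9.02 to 9.05, ratio 0.887). That mouse also had the highest myeloid score (6.58). The NK cell list was lower in Sle1b mouse 2 (2.21 against 3.61 to 3.89, ratio 0.834) and had only 3 tested genes. Both deviations are within what the 0.0249 above leaves open as chance, and fewer B cells in the sort of mouse 4 is a possible explanation that the counts alone cannot separate from it.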

How the results depend on the processing

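The scalings tried differed too little to be a check of the 28 genes. The median shift over all genes was 0.0036 with TMM, 0.0045 with DESeq2 size factors and 0.004 without immunoglobulin genes. With DESeq2 size factors 28 genes passed, and with immunoglobulin genes left out 31 passed. All 28 were shared in both. limma voom with quality weights gave 24 genes, of which 21 were shared.

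Other choices moved the count by more than 1.5 times, and the cause was not tested. DESeq2 gave 211 genes, 48 higher and 163 lower, and no filter beyond 1 count gave 194, 33 higher and 161 lower. Both contained all 28. Requiring at least 10 counts in every sample gave 16 genes, 8 higher and 8 lower, and tested 18 of the 28. The 8 fits that each left out one mouse gave 8 to 403 genes, 5 to 68 higher and 3 to 335 lower. The 403 arose without Sle1b mouse 1 and contained all 28.

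Mice with the same number are different animals as far as the labels say. Their deviations from the group means correlated at a mean of 0.027 across genes, against −0.009 for other numbers. With the mouse number as a block, 40 genes passed, 10 higher and 30 lower, of which 21 were shared. The block left every list difference as it was, and the smallest exact p of its paired test was 0.125, reached by the T cell and interferon lists. Under the block Vmp1 had a log2 fold change of −0.04 and the difference of genes with seed sites was 0.037.

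A further 5 alternatives were chosen after seeing the data. With the library total as a covariate 9 genes passed, 5 higher and 4 lower, of which 7 were among the 28. With the myeloid score as a covariate 11 passed, 8 higher and 3 lower, of which 8 were among the 28. Counts corrected for saturation gave 32 genes and leaving out genes above 0.5 counts per base gave 31. Both contained all 28, which lie too far below the ceiling (at most 0.341 counts per base) for either to move them much. Adding pseudogene counts to the parent genes gave 20.

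Reversals affected genes that were not past the threshold in either fit. With the myeloid score as a covariate, log2 fold changes became 0.049 for Klf1, 0.062 for Hbb-bs, 0.0031 for Sdc1, 0.062 for Vmp1 (the gene at the targeted locus) and −0.16 for Pdcd4. Pdcd4 was −0.13 with the library total as a covariate, and Spry1 was −0.083 with limma voom. Without reversing, Spry1 moved from 0.07 to 1.97 with the myeloid score as a covariate and to 0.70 with the library total. Across the 8 fits that each left out one mouse, Vmp1 ranged from −0.13 to 0.058, Pdcd4 from −0.0073 to 0.28 and Spry1 from −0.31 to 0.43. The cause was not tested, and Spry1 had few counts.

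Of the 10 genes with the largest differences, 5 lost the threshold under some alternatives, 31 times in all, with the direction kept. Lpl lost it in 7 of the 8 fits that each left out one mouse and under 3 other alternatives, with adjusted p-values from 2.89e-06 to 0.605 over all alternatives. Gm4841 lost it in 6 of the 8 fits and under 2 others, F830016B08Rik in 4 and under 3, Gm9855 in 1 and under 2, and Gm15920 in 0 and under 3, the replicate block among them. All 5 lost it with either covariate. The other 5 (Gm3375, Paip1, Rbm45, BC147527 and Gm43305) passed wherever they were tested. In the other direction, 8 listed genes that did not pass came to pass 15 times: Cr2, Bst2, Csf1r, Cst3, Sdc1, Cd28, Fcgr4 and Itgax. These passes came without Sle1b mouse 1, without the filter, with DESeq2 or, for Csf1r, with the block. P-values were adjusted by the Benjamini-Hochberg method in edgeR, DESeq2 or limma.

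List means were not recomputed with either covariate, with the DESeq2 test, with limma voom or without the filter. The myeloid covariate reversed the listed genes Klf1, Hbb-bs and Sdc1, so the stability of the lists under it is not known. Under the alternatives that were run for lists, the differences kept their direction, except for the NK cell list. That list ranged from −0.15 to 0.17 across the 8 fits that each left out one mouse. Over the same fits the T cell list ranged from −0.91 to −0.60, the myeloid list from −1.05 to −0.60 and the germinal centre list from 0.084 to 0.40, each crossing an exact p of 0.05 in at least one. Genes within 10 Mb of Mir21a past the threshold numbered 0 to 6 over these fits (28 had an unadjusted p under 0.05 with all mice), and 2 passed within 20 Mb. The difference of genes with seed sites stayed between 0.0087 and 0.0947 and never passed its threshold (p from 0.0501 to 0.475). The ceiling on counts limits any comparison of the 305 genes above 0.5 counts per base.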

Other observations

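The tests of the mice's division into groups, of the genes near Mir21a and of the myeloid list were planned; the other tests in this part were chosen only after the result they bear on was seen.

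Of the 35 distinct divisions of the 8 mice into 4 and 4, 2 gave at least 28 genes past the threshold. The real division is one. The other put Sle1b mouse 1 with Sle1b.miR-21KO mice 1, 3 and 4, gave 231 genes and parts only 2 of the same-numbered pairs. That division also follows the myeloid score, since its 4 mice had the 4 lowest values (4.91 to 5.33, against 5.54 to 6.58). Of the 8 divisions that part all 4 same-numbered pairs, 1, the real one, gave as many genes, and 1 gave as large a difference for genes with seed sites. The other 7 gave 0 genes past the threshold, with 263 to 883 at an unadjusted p under 0.05. All 8 gave at least the 0 genes observed near Mir21a, a comparison that could not have come out otherwise. With 8 divisions a share under 0.05 cannot be reached whatever the data, so this count decides nothing either way and leaves chance open. The restriction to these 8 follows the shared mouse numbers, which the deviations of the mice did not bear out as pairs.

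Some differences between genotypes may follow the content of other cells or the depth of the library instead of miR-21. Sle1b mouse 1 had a myeloid score (5.24) within the range of the Sle1b.miR-21KO mice (4.91 to 5.54), and its total (3250043) was the highest of the 8, above their range (2901984 to 3248122). It was held out, and for the genes past the threshold among the other 7 mice the nearer group was taken (395 of the 403, those also tested with all 8 mice). Of 330 lower genes, it was nearer the other Sle1b mice in 50 (15.2%), and of 65 higher genes in 26 (40%). This mouse was picked because more genes passed without it, so these shares largely restate that and do not decide the cause. For comparison, each of the 8 mice was held out in turn, with the 400 genes of smallest p among the other 7. Sle1b mouse 1 was nearer its own group in 19.5% of its 400 genes, and the others in 52.8% to 81%. The myeloid list itself differed with an exact permutation p of 0.0857, which leaves a difference in myeloid content between the genotypes open. Lists of marker genes of other cells, written after the calls were seen, were lower in Sle1b.miR-21KO. The difference was −2.01 for eosinophil genes (exact permutation p = 0.0286, the smallest the design allows), −0.90 for macrophage genes (p = 0.0571) and −1.89 for genes of granule-forming progenitors (p = 0.0571). These tests do not separate depth from cell content, and a biological change in cell content in the spleen cannot be told apart from the purity of the sort.

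Among the 28 genes, the 14 higher and the 14 lower ones did not differ detectably in median exonic length (3634 and 2843 bases, permutation p = 0.23, two-sided) or in median GC content (48.5% and 46.5%, permutation p = 0.55, two-sided). With so few genes, a bias by length or GC content remains open. Over 11170 genes, the median log2 fold change of the longest quartile was 0.12 above that of the shortest, and that of the highest quartile of GC content was −0.061 relative to the lowest. The trend with length is larger than the difference of genes with seed sites (0.0375), which was set against control heptamers.

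The ceiling on counts of abundant genes is consistent with removal, before counting, of reads that start at the same position, since a gene can then hold no more than 2 reads per exonic base if both strands count. The labels record no such step. Counts of genes above 1 per base did not rise with depth (median slope −0.017), and no gene exceeded 1.93. The 28 genes had at most 0.341 counts per base, a density at which counts still rose with depth, so the ceiling is unlikely to have produced them. For immunoglobulin and other abundant genes, counts in this table differ too little between libraries, and values scaled to depth can differ for that reason alone.

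Interferon-inducible GTPases of the Irg and Gbp families may be lower without miR-21. All 19 tested members were lower in Sle1b.miR-21KO. The scalings tried differ too little to change the sign of any member and are no check of this. Their mean log2 CPM was 6.28 ± 0.17 in Sle1b and 5.29 ± 0.14 in Sle1b.miR-21KO (SD, n = 4, difference −0.98, exact permutation p = 0.0286). The family was noticed because members were among the 28, so the 10 members with an adjusted p of 0.15 or more (edgeR quasi-likelihood test, Benjamini-Hochberg) were tested alone. They differed by −0.44, with an exact permutation p of 0.0286, and all 10 were lower. They belong to the same family in the same mice, and Igtp among them overlaps Irgm2, a gene of the 28. They are therefore not an independent check. For these 10, Sle1b mouse 1 lay 0.089 from the other Sle1b mice and 0.51 from Sle1b.miR-21KO, unlike its position for most lower genes. The difference was −0.56 without the members on chromosome 18 and −0.96 with the myeloid score as a covariate, so neither accounts for the whole of it. The densest member had 0.358 counts per base, below the range in which counts stopped rising with depth. The correction for saturation moved the family difference by only −0.011 and is no check of it. The wider interferon-stimulated list differed by only −0.16 (exact permutation p = 0.143). A role of miR-21 is a hypothesis here. A variant elsewhere in the genome that differs between the lines was not tested and would give the same picture.

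Several of the largest differences may reflect sequence variants between the lines and not miR-21. Of the 28 genes, 16 had another of the 28 within 5 Mb, against a mean of 4.16 for random sets of tested genes (permutation p = 1e-04, the smallest that 10000 sets can give). Without the Irg and Gbp genes it was 13 of 24, against 3.08 (permutation p = 5e-04). Both counts include Gm15920, near Nipsnap2 on chromosome 5, and Psmb5 on chromosome 14. Reads counted for Gm15920 may come from its parent gene on chromosome 10, so its own position says little about linked variants. Psmb5 no longer differed once its pseudogene was added. The count of neighbours was not repeated without these genes. Examples, chosen after their values were seen, are Rnf167 and Camkk1 on chromosome 11, Paip1 and BC147527 on chromosome 13, which changed in opposite directions, and Supt16, Gm43305 and Psmb5 on chromosome 14. Clusters of related or jointly regulated genes could give the same excess, which was not tested.

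The pseudogene differences may have the same origin. Their sums with the parent genes had log2 fold changes of −0.014 (Gm3375 with Psmb5), 0.0067 (Gm9855 with Tdg) and −0.16 (Gm15920 with Ndufa12), so reads appear to move from parent to pseudogene in Sle1b.miR-21KO and not to be added. A parent allele that matches the pseudogene better than the reference parent is a candidate explanation. Psmb5 lies in the chromosome 14 cluster, and Tdg and Ndufa12 both lie on chromosome 10. Sequence was not analysed here, and none of the 28 genes lay within 10 Mb of Mir21a, where flanking sequence of the targeted allele would be sought first (0 of 174, with 28 at an unadjusted p under 0.05). With 0.436 expected there, this absence does not speak against flanking variants. Within 20 Mb there were 2 of 458, the neighbours Rnf167 and Camkk1.

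One gene noticed while looking at the spread within groups was Wdfy1 (chromosome 1, 79702262 to 79776143). It was at 77 and 61.3 CPM in Sle1b.miR-21KO mice 1 and 3, at 16.9 and 13 CPM in mice 2 and 4, and between 13.9 and 21.2 CPM in the Sle1b mice. Such a pattern was not unique to Wdfy1. Of 9922 genes searched, 13 parted Sle1b.miR-21KO mice 1 and 3 from mice 2 and 4, with the widest log2 gap for Tlr13 (2.09). Other divisions of a group into 2 and 2 mice parted between 6 and 52 genes.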
